A study of Mus musculus with 4 samples. Its data were reported in "Mitolnc controls cardiac BCAA metabolism and heart hypertrophy by allosteric activation of BCKDH" (2024).

How the data were processed

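RNA was sequenced from brown adipose tissue of wild-type mice after the tissue had been separated into isolated mitochondria and the tissue that remained once mitochondria had been removed. The 4 libraries fell into 2 groups of 2, mitochondria and the non-mitochondrial fraction, as the treatment and title labels gave them. The titles of the second group carry the word total, while its treatment label names the tissue without mitochondria, and the treatment label was followed here. The study also speaks of total lysates of the tissue for these libraries. If mitochondria had not been removed from them, they hold the whole tissue, and their values do not measure what the isolation left behind. Mapping was not done here. According to the methods of the study, single-end reads were trimmed, aligned to the mouse genome build GRCm38 with STAR and counted per gene with featureCounts, with reads of several positions or genes left out. The study adjusted the fragmentation time of mitochondrial samples to the size of their RNA and gives no time for the other libraries. Library preparation may therefore have differed along with the fraction. The methods, written for the heart, also treat isolated mitochondria with digitonin and RNase A before RNA isolation. They describe no such step for the other fraction. If it was used for brown adipose tissue, loss of RNA to this treatment also differed along with the fraction.

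The authors deposited 1 table of 17259 genes with 1 column per library, and no other column held values of a sample. Its values are a signal that the authors made by dividing gene counts by a size factor per library and rounding to whole numbers, and they are called normalised counts below. In the mitochondria libraries the deposited signal rose in steps, so that 1 read was worth 8.32 units in replicate 1 and 6.90 units in replicate 2. Whole reads were recovered for 100.0% of the values in both. In the non-mitochondrial libraries every small whole number occurred and reads were not recovered. How many reads stand behind 1 unit there is unknown. Recovery of the step was tested on simulated data in 9 columns of 17000 genes, with 0 reads wrong.

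Depth in reads is known for the mitochondria libraries only. The recovered reads came to 26288871 and 24910434 in mitochondria replicates 1 and 2. The normalised totals were 218773335 and 171918657 in mitochondria and 1590096 and 1905303 in the non-mitochondrial fraction. These totals were already divided by size factors and do not compare depth. Intervals for shares are 95% Wilson intervals. These intervals, the floor of 3 reads and Fisher exact p-values cover counting error only. In the mitochondria libraries that floor averages 22.8 units. A fold against a group at or under the floor is given as a bound. For a group that holds reads, the floor does not cover all of their counting error.

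Genes with a mean normalised count of at least 10 over the 4 libraries were tested, 8215 in all. The values were compared as log2 of the normalised count plus 1 with limma 3.58.1 in R 4.3.3, without trend or a robust prior, and p-values were adjusted with the Benjamini-Hochberg method. An adjusted p under 0.05 counted as a call. A fold change on this scale understates the change of low genes at 0 in both libraries of a group and overstates the decrease of genes with 0 reads in 1 of the mitochondria libraries, where 1 read is worth several units. For the 2608 genes of the latter kind limma gave a median log2 fold change 1.26 lower than edgeR, and 419 of them had the other sign. The lncRNA genes were those of the long non-coding Ensembl biotypes with a mean over 20. Gene lists were compared with the other genes by camera, with camera at an estimated correlation as a check, and with no change by fry. The tests, the lists and most alternatives were fixed before the data were examined. The alternatives covered the pseudocount, the filter, 4 other scalings, the replicate number as a block, the trend option, thresholds and leaving out each library. Added after the data had been seen were edgeR 4.0.16 and DESeq2 1.42.0 on reads, with the deposited values of the non-mitochondrial libraries taken as reads, a scaling without genes that match mitochondrial transcripts, a share with the rRNA genes left out of the totals, and the biotype TEC as lncRNA. Lists of liver and heart genes were also written after transcripts of these organs had been seen among the largest fold changes.

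Named genes were those of lists fixed beforehand (the lncRNAs the study names, RNAs known in mitochondria, enzymes of branched-chain amino acid (BCAA) catabolism, cytosolic references, Y-linked genes and the neighbour of Gm44386). To these came, per direction, up to 5 lncRNA genes and 5 genes of any biotype with the largest fold change among calls whose 2 mitochondria libraries lay on one side of both others. The values of 1 item of these lists are not reported here. Listed genes were matched to mitochondrial transcripts of GENCODE M21 with BLAST 2.17.0 at 90% identity or more over at least 50 bp. Of the listed genes 17099 (99.1%) had the same coordinates there.

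The gene-wise tests were tested on simulated data of 8161 genes in 3 runs with 200 changed genes each. At a dispersion of 0.05 limma called 118 of the 600 changed genes and also 101 unchanged genes, all 101 with 0 reads in both simulated mitochondria libraries. At the dispersion estimated from the reads, 0.0838, limma called 0 of the 600 changed genes and 0 unchanged genes, edgeR called 262 and 2, and DESeq2 called 247 and 2. The median fitted log2 fold change of genes raised by 4 was 3.98 with limma in the latter runs. The main test was kept as fixed, and its calls are given with the reads behind them.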

Results

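The series asks which RNAs accompany mitochondria of brown adipose tissue, the heat-producing fat of mice. RNA was compared between 2 libraries of isolated mitochondria and 2 libraries of the non-mitochondrial fraction. The mitochondria libraries held 26288871 and 24910434 reads assigned to genes. In the non-mitochondrial libraries the normalised totals were 1590096 and 1905303, and their reads are unknown.

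Transcripts of the mitochondrial genome differed in share between the fractions. They took 95.3% (95% interval 95.2 to 95.3%) of mitochondria replicate 1 and 95.5% (95.5 to 95.5%) of replicate 2. In the non-mitochondrial fraction they took 51.1% and 59.3%, which would be the shares of the whole tissue if these libraries came from total lysates. The group means were 95.4% ± 0.152 and 55.2% ± 5.81 (SD, n = 2 each), a difference of 40.2 percentage points that exceeded the spread of either group. With the 2 rRNA genes kept in the totals but not counted as mitochondrial, the difference was 5.17 percentage points. With them left out of the totals too, the shares were 74.2% ± 0.0142 and 15.6% ± 2.67 (SD, n = 2 each), a difference of 58.6 percentage points. Another 4.52% and 4.26% of the mitochondria libraries fell on 17 nuclear genes that match mitochondrial transcripts. All other nuclear genes shared 59288 reads (0.225%) in replicate 1 and 67370 reads (0.271%) in replicate 2, against 46.4% and 38.1% of the non-mitochondrial values. At this depth 51.3% and 54.1% of the listed genes were at 0 in the mitochondria libraries.

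Of 8215 genes tested with limma, 66 were higher and 362 lower in mitochondria at an adjusted p under 0.05. Of the 362 lower genes, 359 had 0 reads in both mitochondria libraries, so that their spread there was 0, and the other 3 had at most 4 reads in both together. In data simulated at a dispersion of 0.05 limma also called unchanged genes of this kind. At the dispersion estimated from the reads, 0.0838, it called 0 genes, changed or not. With edgeR on reads, 34 of the 362 were called lower. The alternative that moved the lower count most was scaling to equal library totals, which gave 7963. The 66 higher genes comprised all 37 mitochondrially encoded genes, 14 nuclear genes that match mitochondrial transcripts and 15 others.

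**Figure D1:**
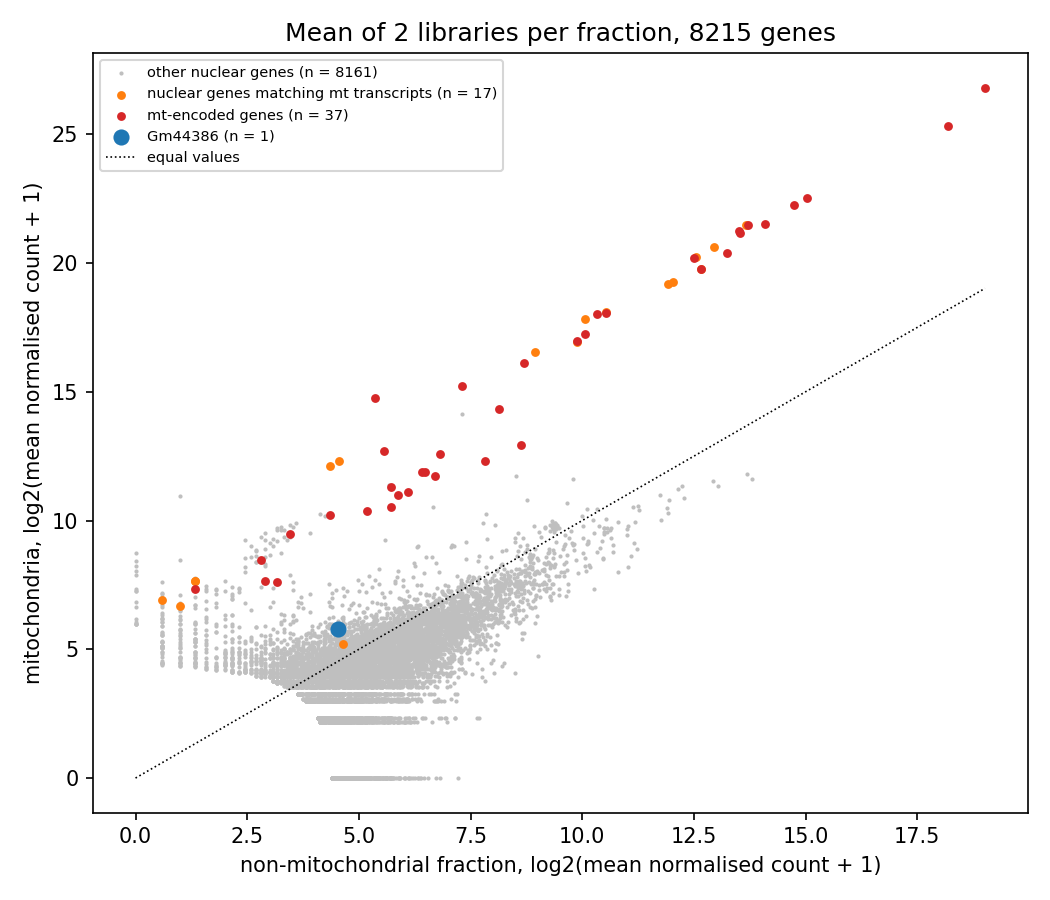
Each point is 1 of 8215 genes, with log2 of the mean normalised count plus 1 in the non-mitochondrial fraction on the x axis and in mitochondria on the y axis (2 libraries each). The 37 mitochondrially encoded genes lie above the line of equal values, and most other nuclear genes lie below it.

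The median log2 fold change of all tested genes was -1.23 with the scaling as deposited. It moved to -0.90 with TMM, -0.62 with median ratios over nuclear genes, -4.41 with CPM (each library scaled to the same total) over nuclear genes, -0.66 with the genes that match mitochondrial transcripts also left out of these totals, and -7.15 with CPM over all genes. With edgeR on reads it was -0.81. Fold changes are therefore also given relative to this median. With genes at the floor set to their bound the median of all genes was -0.49, so that distances from the median depend on how genes without reads are treated.

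Gm44386 (ENSMUSG00000107689), the lncRNA that the study named mitolnc, was the gene of main interest. It lies on the minus strand of chromosome 6 from 86513891 to 86516273 (GRCm38), with exon 1 from 86516023 to 86516273 and exon 2 from 86513891 to 86514068. Its normalised counts were 67 and 41 in mitochondria, from 8 and 6 reads, and 24 and 20 in the non-mitochondrial fraction. Both mitochondria libraries exceeded both others. The log2 fold change was 1.22 (SE 0.50), and limma gave an adjusted p of 0.305, so that the difference was not past the threshold. Relative to the median of all genes it was 2.45, 2.07 with edgeR on reads, and 1.71 with genes at the floor set to their bound. CPM scaling reversed its sign to -5.28, and CPM of nuclear genes to -2.20. Relative to the median under the same scaling it was 1.87 and 2.21. Not relative to the median, its log2 fold change was 1.81 with the genes that match mitochondrial transcripts left out of the totals. With TMM it was 1.56 and with median ratios 1.85. Relative to the median these values were 2.47, 2.46 and 2.47. A scaling shifts all genes of a library together, so that these near-equal distances are no separate support. The neighbouring gene Pcbp1, 8218 bp away, had a log2 fold change of -0.24 (SE 0.56), and of 0.25 without mitochondria replicate 1.

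**Figure D2:**
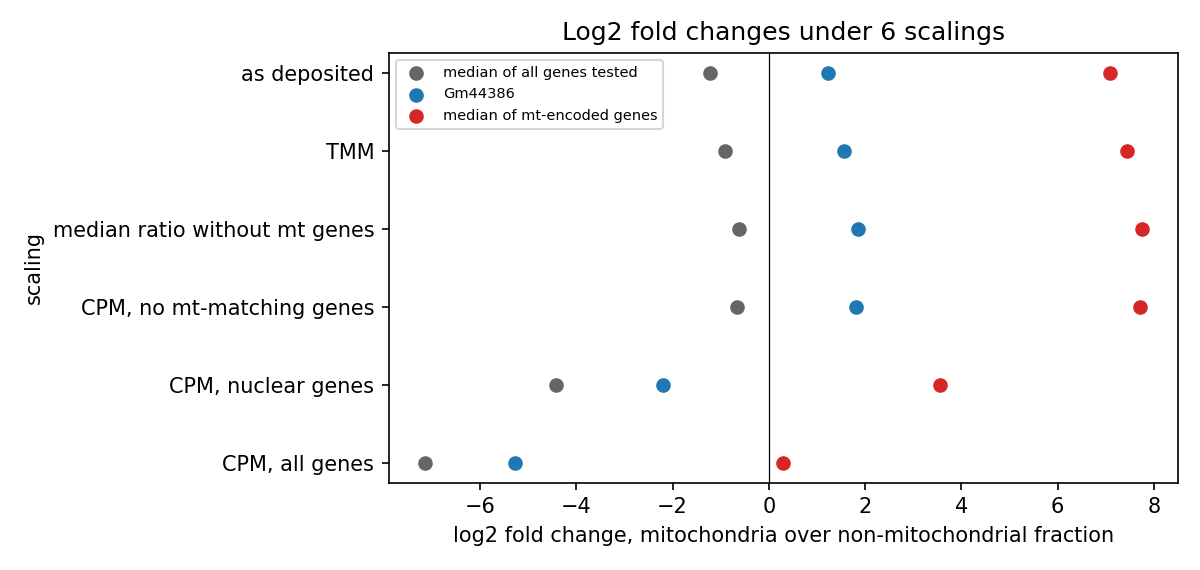
Log2 fold changes (x axis) under 6 scalings (y axis) of the median of all tested genes, of Gm44386 and of the median of mitochondrially encoded genes. Gm44386 lies above the median of all genes under each scaling, but its sign changes from 1.22 as deposited to -5.28 with CPM. A scaling shifts all genes of a library together, so that its position above the median was nearly fixed in advance.

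Among 28 lncRNA genes tested, 2 were higher and 0 lower with limma, and 5 were lower at an unadjusted p under 0.05. Adjusted over the list alone, the counts were again 2 and 0. The 2 higher genes were Gm20644 on chromosome 11 (98285382 to 98287444), with 16 and 25 reads, and 4932416K20Rik on chromosome 8 (104794928 to 104799052), with 13 and 17 reads. Both were at 0 in both non-mitochondrial libraries, which puts them at least 51.0-fold and 37.5-fold higher in mitochondria with the scaling as deposited. With CPM of nuclear genes these bounds were 4.53-fold and 3.29-fold, and with CPM over all genes 0.466-fold and 0.339-fold, so that the floor there no longer sets a higher level. Each shares short stretches of sequence with other genes called higher, the longest of 63 and 64 bp (3.05% and 1.55% of their exons). Whether reads of other genes entered their counts was not tested. Gm44386 ranked 4 of 28 by fold change. With the biotype TEC taken as lncRNA, 31 genes were tested. Gm48353 was then called higher as well (log2 fold change 6.63, limma adjusted p 0.0249). Of the lncRNAs the study names, Malat1 had 5476 and 807 normalised counts in mitochondria and 14512 and 14128 in the non-mitochondrial fraction, a log2 fold change of -2.77 (SE 1.14) with a limma adjusted p of 0.309, and of -1.39 without mitochondria replicate 2. Neat1 fell by 2.57 (SE 1.22) and Kcnq1ot1 by 1.87 (SE 1.02) on the log2 scale, with limma adjusted p-values of 0.335 and 0.371. Without mitochondria replicate 2 their log2 fold changes were -1.07 and -0.66. Lncpint changed sign with 1 library: it was -0.19 with all libraries and 0.78 without mitochondria replicate 2.

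**Figure D3:**
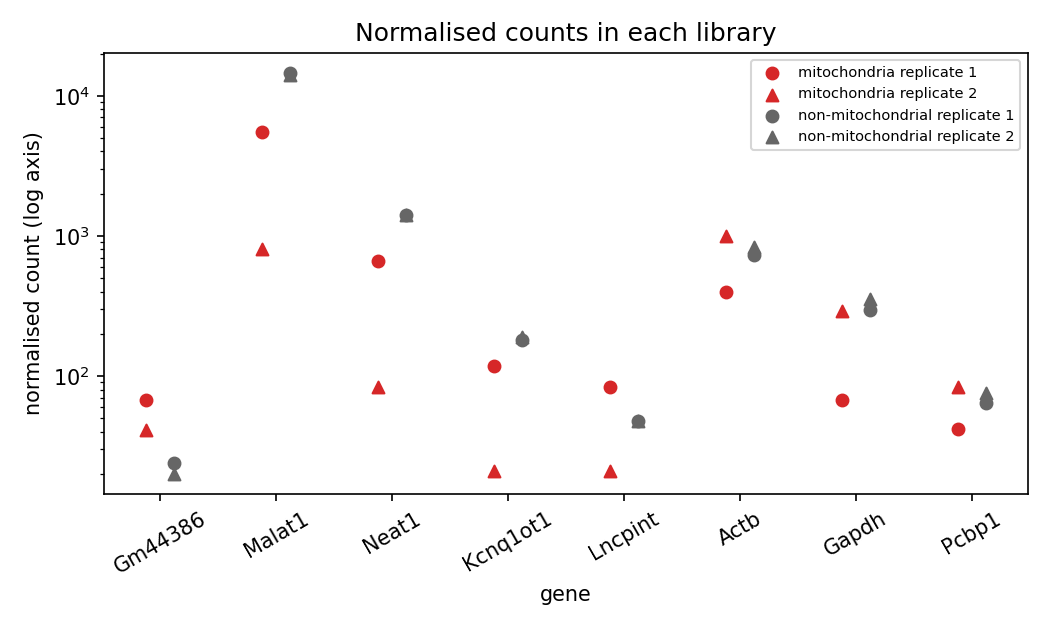
Normalised counts on a log axis (y) of 8 named genes (x) in each of the 4 libraries, with circles for replicate 1 and triangles for replicate 2. For Malat1 the mitochondria libraries at 5476 and 807 differ by more than the non-mitochondrial ones at 14512 and 14128.

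The mitochondrially encoded genes were the positive control, with a median log2 fold change of 7.09 (37 genes, all 37 called higher also adjusted over the list alone). The camera adjusted p was 2.68e-78 and the fry adjusted p 0.00773, while camera with an estimated correlation gave 0.236. The median was 7.49 for the 2 rRNA genes, 7.53 for 13 mRNAs and 5.50 for 22 tRNAs. As a share of the library the tRNA genes were lower in mitochondria, 0.104% ± 0.0214 against 0.130% ± 0.0119 (SD, n = 2 each), while the mRNA genes took 13.3% ± 0.407 and 8.08% ± 0.614. With CPM the median of all 37 was 0.30. Nuclear mRNAs of oxidative phosphorylation had a median of -0.97 (87 genes), mitochondrial ribosomal proteins -1.13 (73 genes) and BCAA enzymes -0.91 (21 genes). Their camera adjusted p-values were 0.769 each. With genes at the floor set to their bound, these medians were -0.93, -0.61 and -0.91, which is -0.44, -0.13 and -0.42 relative to the median of all genes treated alike. As deposited they lay above the median of all genes, so that their position depends on this choice. Cytosolic ribosomal proteins had a median of -0.30 (77 genes), 0.93 above that of all genes (camera adjusted p 0.0174), and 0.18 above it with genes at the floor set to their bound. Camera with an estimated correlation did not place this list past the threshold (adjusted p 0.900). Fry, which compares a list with no change and not with other genes, gave an adjusted p of 0.299 in the lower direction. Mitochondria replicate 1 weighed on these medians: without it they were -0.26 for oxidative phosphorylation, -0.44 for mitochondrial ribosomal proteins, -0.19 for BCAA enzymes and -0.07 for cytosolic ribosomal proteins. Adjusted over the list alone, 4 genes of the mitochondrial ribosomal list were lower, as over all genes, and 0 genes of the other 3 nuclear lists were called.

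Within the BCAA list 21 genes were tested and 0 were called with limma. Bckdha had 4 and 34 reads in mitochondria, and its log2 fold change was -1.10 (SE 1.15) with all libraries and 0.29 without mitochondria replicate 1. Bckdhb was at the floor in mitochondria with 1 and 3 reads, and 5.50-fold lower against that floor (3.46-fold with median ratios). This fold is not a lower limit, since counting error could place its level above the floor. Its limma adjusted p was 0.171, while edgeR and DESeq2 on reads gave adjusted p-values of 0.0369 and 0.0223. Actb and Gapdh, the cytosolic references, had log2 fold changes of -0.31 (SE 0.65) and -1.21 (SE 0.91), and without mitochondria replicate 1 they were 0.35 and -0.16. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in the non-mitochondrial libraries. Rpph1 was listed with at most 1 read per mitochondria library and was not tested, and Rmrp, Terc and Xist were not listed in the table used here.

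The genes with the largest increases among calls were Gm10800, mt-Ty, Gm10719, Gm21738 and Gm10717. Gm10800 (chromosome 2, 98666547 to 98667301) had 320 and 182 reads and was at least 653-fold higher in mitochondria with the scaling as deposited, 419-fold without mitochondria replicate 1 and 5.63-fold with CPM. Gm10800, Gm10719, Gm21738 and Gm10717 belong to a family of near-identical sequences, so that their separate counts are uncertain. The largest decreases were those of Cyyr1, Leng8, Slc9a3r2, Esrra and Egfl7, each with 0 reads in both mitochondria libraries. Against the floor Cyyr1 was at least 6.48-fold lower and Egfl7 at least 3.79-fold lower, and with median ratios 4.09-fold and 2.40-fold.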

Values the study reported

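The study compared mitochondria of the heart with the remaining lysate in n = 2/2 libraries and kept lncRNAs with an adjusted p-value under 0.03 and a base mean over 50. For brown adipose tissue its main text describes mitolnc as confined to mitochondria and gives no value. It refers there to a comparison of its own in the supplement. The limma test of these libraries above did not place Gm44386 past the threshold.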

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

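The edgeR and DESeq2 tests planned on recovered reads alone were not run, since reads could not be recovered in the non-mitochondrial libraries. The versions reported here take their values as reads and were chosen after seeing the data. Gm44386 was not tested at a mean of at least 50, which removes it. With 1 library left in a group only the effect size is given. With 2 libraries, leaving out 1 moves the value of a single gene by less than 1 SD by construction. Such a comparison therefore says nothing about stability.

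The count of 66 higher genes became 143 with all genes with any count, 13 with CPM, 178 with edgeR and 202 with DESeq2 on reads. Of the 66, edgeR called 64 and DESeq2 66. The count of 362 lower genes became 1 with a pseudocount of 10, 3587 with all genes, 11 at a mean of at least 50, 7963 with CPM, 7167 with CPM of nuclear genes and 205 with edgeR. Of the 362, edgeR called 34 and DESeq2 92, and DESeq2 gave no adjusted p for 1909 genes. Higher genes made up 15.4% of calls with the scaling as deposited, 0.163% with CPM and 0.899% with CPM of nuclear genes. Their share was 3.83% with all genes, 37.0% with DESeq2 and 46.5% with edgeR. At a mean of at least 50 it was 85.3%, and with a pseudocount of 10 it was 98.1%. The 0 lower lncRNA genes became 1 with all genes, 26 with CPM, 23 with CPM of nuclear genes, 1 with edgeR and 1 with DESeq2. With CPM the shift of all genes by the share of mitochondrial transcripts enters each of these counts. With CPM of nuclear genes the shift is due to genes that match mitochondrial transcripts: with these left out of the totals, 356 genes and 0 lncRNA genes were lower. A mean of at least 50 left 2481 genes to test, and all genes were 17259. With a pseudocount of 10, edgeR and DESeq2 the cause of the changes was not tested.

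With the replicate block 0 genes were higher and 0 lower, against 944 at an unadjusted p under 0.05, and 0 lncRNA genes were higher. The labels give the groups the same numbers but state no pairing, and the deviations of equal numbers correlated at 0.112 across genes, from 1 pair of differences. Of 17 liver genes, 16 were higher in replicate 1 of both fractions. The skeletal muscle and heart lists did not show this pattern. Of 10 skeletal muscle genes, 10 were higher in replicate 1 of mitochondria and 0 in replicate 1 of the other fraction. Of 7 listed heart genes, 1 and 5 were. A shared origin of libraries with equal numbers therefore stays open. The block leaves 1 residual degree of freedom.

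Gm44386 reversed to -5.28 with CPM and -2.20 with CPM of nuclear genes. It was 1.81 with genes that match mitochondrial transcripts left out of these totals, 1.56 with TMM and 1.85 with median ratios. Its limma adjusted p was 0.000195 with CPM and 0.0137 with CPM of nuclear genes, both for a decrease in mitochondria. Where Gm44386 was higher in mitochondria, the lowest adjusted p was 0.139 (limma, all genes with any count). The highest was 0.481 (limma, replicate block). Leaving out 1 library gave log2 fold changes of 0.87 to 1.57. The cytosolic ribosomal median was -6.79 with CPM, -3.75 with CPM of nuclear genes, -0.18 with edgeR and -0.18 with DESeq2, no longer past the threshold. For edgeR and DESeq2 the cause was not tested. It reversed to 0.038 with TMM, 0.34 with median ratios and 0.29 with CPM of genes without a mitochondrial match. These scalings moved the median of all genes from -1.23 to -0.90, -0.62 and -0.66. Relative to it the list was at 0.94, 0.96 and 0.96, against 0.93 as deposited, with camera adjusted p-values of 0.000508, 1.51e-05 and 3.70e-05, so that the sign went with the shift of all genes, and the loss of the call with CPM of nuclear genes went with genes that match mitochondrial transcripts. Across the 4 fits that each left out 1 library the medians ran from 6.77 to 7.24 for mitochondrially encoded genes, from -1.36 to -0.44 for mitochondrial ribosomal proteins, from -1.28 to -0.19 for BCAA enzymes, from -1.52 to -0.26 for oxidative phosphorylation and from -0.56 to -0.07 for cytosolic ribosomal proteins. The mitochondrial share differed by 36.1 to 44.3 percentage points, by 5.17 with the 2 rRNA genes in the totals alone, and by 58.6 with them left out of the totals too.

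Among single named genes Auh reversed to -6.53 with CPM and -3.35 with CPM of nuclear genes. With TMM the reversed values were 0.15 for Lncpint, 0.13 for Acad8, 0.063 for Mccc1, 0.27 for Ppm1k, 0.042 for Actb and 0.11 for Pcbp1. With median ratios they were 0.45 for Lncpint, 0.42 for Acad8, 0.37 for Mccc1, 0.11 for Bckdk, 0.56 for Ppm1k, 0.20 for Acadsb, 0.087 for Pccb, 0.35 for Actb and 0.41 for Pcbp1. With CPM of genes without a mitochondrial match they were 0.41 for Lncpint, 0.38 for Acad8, 0.32 for Mccc1, 0.062 for Bckdk, 0.52 for Ppm1k, 0.16 for Acadsb, 0.043 for Pccb, 0.30 for Actb and 0.36 for Pcbp1. These reversals, too, go with the shift of all genes by each scaling and say nothing about the order of genes. Lncpint was 0.044 with edgeR and 0.087 with DESeq2, and the cause was not tested. Of 43 named genes, 11 changed sign when 1 library was left out, among them Bckdha and Actb without mitochondria replicate 1. Other named genes gained a call in 30 cases with CPM, 30 with CPM of nuclear genes, 2 with all genes, 1 with edgeR and 1 with DESeq2, and lost one in 7 cases with a pseudocount of 10 and 12 with the replicate block.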

Other observations

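Except for the comparisons of Gm44386 with genes of similar level and length, the tests below were chosen after the results had been seen, as was the use of intervals to decide those comparisons. No replication outside these 4 libraries was available for any of them.

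The 14 called nuclear genes that match mitochondrial transcripts rose with the matched gene. The differences between their log2 fold changes ran from -1.84 (Gm11410) to 0.47 (Gm13339). Matching genes that were not called differed by -1.51 (Gm50174), -1.33 (Gm11408) and -5.08 (Cep295). Over the 14 called genes the median difference was -0.0017. This is consistent with reads of mitochondrial transcripts assigned to nuclear copies. The methods state that reads of several positions were left out, but exact full-length copies held a median of 101% of the normalised count of the matched gene in the mitochondria libraries, which argues against both copies having been left out. How such reads were assigned was not tested. Gm20594, called higher with a log2 fold change of 6.78, was singled out after its values were seen: it matches mt-Rnr2 at 88.5% identity over 435 bp, below the identity required here.

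Of the 15 other called higher genes, 8 match one another over at least 512 bp and had at most 1 normalised count per non-mitochondrial library. Shared reads within this family may explain why these 8 genes rose together, but not why the family was high in mitochondria. For the remaining 7 genes, the 2 lncRNAs and Gm20594 among them, the longest match to another of these 15 genes was 64 bp. Whether reads of repeats elsewhere in the genome were counted there cannot be told apart from their own transcripts, since only transcripts were searched.

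Of the 362 lower calls 34 were called by edgeR and 92 by DESeq2, which keep counting noise at 0 reads. DESeq2 gave no adjusted p for 1909 genes, and any of these among the 362 count as not called by it. A candidate explanation for the calls of limma that neither made is the lack of spread between libraries with 0 reads. Whether those genes decreased stays open.

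Gm44386 lay above the median of all genes by 2.45, and by 1.71 with genes at the floor set to their bound. Of 2613 nuclear genes within 1.5-fold of its non-mitochondrial level, 39 (1.49%, 95% Wilson interval 1.09 to 2.03%) had as large a log2 fold change, and with the fold changes of edgeR 67 (2.56%, interval 2.02 to 3.24%), which argues against scatter alone at 14 reads. Of 45 genes that were also within 1.5-fold of its exon length of 429 bp, 1 did (2.22%, interval 0.393 to 11.6%), so that an effect of its length stays open. The median of these 45 genes was -0.64, against -1.87 for genes matched on level alone. Liver RNA as the only source is argued against, since 57.1% of the Gm44386 reads were in mitochondria replicate 1 and 80.6 to 96.6% of those of each liver gene (quasi-binomial p 0.00416, which takes the spread between the genes of the list into account). A part from liver stays open in these reads. By RT-qPCR the study found mitolnc in heart, brown adipose tissue and oxidative skeletal muscle, and far less or almost none in liver. For heart RNA the same test gave a p of 0.260, since the 5 heart genes with reads have no single split: Myh6 had 22 and 77 reads and Myh7 13 and 16 (Fisher exact p 0.0311). Against Gm44386, with 8 and 6, the Fisher exact p was 0.00979 for Myh6 and 0.526 for Myh7. In the non-mitochondrial libraries the heart list totalled 12 and 2 normalised counts and Gm44386 had 24 and 20. For skeletal muscle RNA, whose list had 454 and 164 reads, the test gave a p of 0.296. Whether its mitochondrial reads came from heart, skeletal muscle, another tissue or the fat itself cannot be told apart, with 14 reads. A location in mitochondria is the open biological hypothesis, untested here beyond these comparisons.

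Transcripts of liver genes were higher in replicate 1 of both fractions for 16 of 17 genes on the list. Alb had 594 and 57 reads in mitochondria, and 97 and 3 normalised counts in the non-mitochondrial fraction. The list made up 3.44% and 0.274% of reads on nuclear genes without a mitochondrial match in mitochondria replicates 1 and 2, and 0.0388% and 0.00165% of such values in the other fraction. This is consistent with liver RNA in the replicate 1 libraries, and whether it entered with the tissue or later was not tested. No biological explanation was tested. Of the 13 heart genes 7 were listed, with 42 and 125 reads in mitochondria.

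Other lists fixed beforehand had medians of -1.62 for brown fat (8 genes), -0.04 for blood (5), 1.44 for skeletal muscle (10), -5.05 for endothelium (8, or -2.63 with 6 genes at the floor set to their bound), 1.68 for immune cells (7), -0.17 for secreted proteins (8), 0.15 for small nuclear and cytoplasmic RNAs (7) and 7.44 for nuclear copies of mitochondrial genes (6). Without mitochondria replicate 1 the medians were -0.88 for brown fat, 0.32 for blood, 0.63 for skeletal muscle and -0.04 for secreted proteins. Without replicate 2 they were -2.45, -0.92, 2.35 and -0.37, and the small RNAs had -0.35. The endothelium median was -5.95 without mitochondria replicate 1 and -3.52 without mitochondria replicate 2. These lists were not tested as sets.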
